A study of Mus musculus with 7 samples. Its data were reported in "Unravelling cysteine-deficiency-associated rapid weight loss" (2025).

How the data were processed

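Total RNA was extracted from adipose tissue of 7 mice, and polyadenylated RNA was selected for library preparation, per the labels. According to the study's methods, the authors aligned paired-end reads to the mouse assembly GRCm38 with Hisat2 and counted reads in annotated genes with htseq-count. The series holds one deposited table of whole-number values per gene, which were taken to be these read counts. The annotation release and the strand setting of the counting are not given in the sources used here.

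Samples were grouped by the genotype in their titles, as 3 WT and 4 cse libraries. Columns of the count table were to be joined to samples by name. The table's 7 columns of values are named by mouse numbers, and 0 of the 7 names occur in the labels. Joining by the order of the columns or by their values (for example, by the level of *Cth*) would have been a guess and was not done. A supplementary workbook of the study on this tissue has a key that uses the same mouse numbers as the columns. The key sets a single number beside each of the heterozygous and knockout groups and leaves the other numbers on rows without a group, so that the full assignment would have to be read from the layout and the stated group sizes. It was not used here as a source of groups, since groups were taken from the labels alone. All 7 columns were therefore left out, and with them the depth per sample, the tests of single genes, the gene list tests, the test of genes near *Cth*, and the alternatives that had been planned for each. The rule for naming genes was fixed before the data were examined. It covered *Cth*, the genes discussed in the study's text, and genes to be chosen from the test results. It also covered the genes of a sex chromosome list and the most abundant genes of lists for other tissues. As no test was run and no expression value is reported, only *Cth* and genes discussed in the study's text are named. The exceptions are the 5 symbols of the gene lists that found no match, which were chosen after the match was seen.

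When the format of the table was checked, the totals and ranges of its columns and the correlations between columns were looked at. They were used in no result and are not reported. The results rest on the header and the gene identifiers alone. Identifiers were matched, without version numbers, to the genes of GENCODE release M21 on GRCm38, from which names, biotypes and positions were taken. Positions are as a genome browser shows them. A matched identifier was taken to show only that the gene was among those counted.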

Results

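The series profiled polyadenylated RNA from mouse adipose tissue by bulk RNA sequencing. All animals had been fed a diet from which cysteine was removed. Per the study, calories were restricted, first for 3 days on a control diet. Tissue was then taken after 2 days on the diet without cysteine. GEO's labels divide the 7 libraries into 2 groups by genotype. There were 3 libraries from mice labelled WT and 4 from mice labelled cse, in which the gene for cystathionine γ-lyase is disrupted. This enzyme completes the synthesis of cysteine from methionine, so that mice without it depend on dietary cysteine. The study describes the control animals of this experiment as *Cse*+/- heterozygotes, whereas the labels call them WT. The tissue was epididymal fat, per the study.

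The design implies a single comparison, that of cse with WT adipose tissue on the cysteine-free diet. It asks which transcripts differ in fat between the genotypes when no cysteine is eaten and cse mice cannot make it. No adipose library came from a control diet. A response to the diet could therefore not be told apart from a standing effect of the genotype. The comparison was not made here. The count table holds 7 columns of values, and 0 of the 7 column names occur in the labels of any sample. No column could therefore be placed in a group from the labels. A key in a supplementary workbook of the study uses the same mouse numbers as the columns. As described above, this key was not used as a source of groups, so the columns were left unassigned by choice. No expression value, depth, fold change or test is reported. No statement about a difference between cse and WT mice, or about its absence, follows from what was read.

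Only the gene identifiers of the table are reported here. The table listed 46078 Ensembl mouse genes, each of them once. Of these, 45143 (97.97%) were present in the GENCODE release M21 annotation of the reference chromosomes, which is built on GRCm38, and 935 were not. In the primary assembly annotation of the same release, 45229 were present. The matched identifiers included 21519 protein-coding genes.

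The gene that encodes cystathionine γ-lyase, *Cth* (ENSMUSG00000028179), was among them. It lies on the minus strand of chromosome 3, from 157894248 to 157925077 in GRCm38, and spans 30.8 kb. Being listed was not taken as evidence of its expression in any library. Whether genes without reads had been left out of the table was not determined.

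All 16 genes that were set down in advance because the study's text discusses them in adipose tissue were also listed. The study names mitochondrial creatine kinase only as *Ckmt*, and this was entered in the list as *Ckmt1* and *Ckmt2*. *Srebf1* (ENSMUSG00000020538), which encodes a transcription factor of lipogenesis, lies on chromosome 11 from 60199089 to 60222581. *Ucp1* (ENSMUSG00000031710), which encodes the uncoupling protein of brown fat, lies on chromosome 8 from 83290352 to 83298452. *Vnn1* (ENSMUSG00000037440), which encodes a pantetheinase, lies on chromosome 10 from 23894688 to 23905343. The thioesterase genes *Acot1*, *Acot2*, *Acot3* and *Acot4* were listed separately and are neighbours on chromosome 12, where the first of them by position, *Acot2*, starts at 83987861 and the last, *Acot3*, ends at 84060402. Over all 29 gene lists set down in advance, 496 of 501 distinct symbols were matched to an identifier of the table and 5 were not. *Gyk*, *Cyr61* and *Atp5pb* are symbols that GENCODE M21 does not carry, so whether the table lists these genes under another symbol was not determined. By contrast, *Nudt8* and *Muc16* are in GENCODE M21 but their identifiers there are not among those of the table. Whether the table lists these genes under an identifier of another release was not determined. These symbols were chosen for mention after the outcome of the match was seen.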

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

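The annotation was varied after the data were seen, and this was the sole choice varied. The number of identifiers found was 45143 with the GENCODE M21 annotation of the reference chromosomes and 45143 with its basic set of transcripts. It was 45229 with the primary assembly annotation, which adds unplaced scaffolds. Identifiers were matched by gene, so a choice among transcripts could change little, and added scaffolds could only raise the number. No other release was tried, so these counts do not show how far the match depends on the release. No comparison between the groups was computed, so none of the other tests, normalizations, count filters or left-out libraries set down for it was run. No paired analysis was possible because the columns of the count table carry no replicate numbers and match no sample in the labels.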
